A study of Mus musculus with 4 samples. Its data were reported in "NFAT5 Controls the Integrity of Epidermis" (2021).

How the data were processed

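Keratinocytes (KCs), the main cell type of the epidermis, were prepared from the tails of adult mice of the 129/sv strain and grown as untreated primary cultures in serum-free medium with low calcium. Polyadenylated RNA was sequenced from 4 libraries. Per the labels, 2 libraries came from wild-type (WT) mice and 2 from Nfat5-/- mice, in which the gene of the transcription factor NFAT5 is disrupted. Group and replicate number were taken from the sample titles. The series describes the libraries as separate experiments for each genotype, and no batch or date is given.

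The reads were trimmed and aligned to the mouse genome (build GRCm38) by the authors with the CLC Genomics Workbench at its default RNA-Seq settings. The deposited tables list 25814 genes, the same in each library. For each gene they give read counts made by the authors, not normalized: reads in the whole gene, in its exons and in its introns, each with the number placed at a single site. Exon and intron reads added up to the gene reads in every row. The authors also deposited RPKM values (reads scaled to exon length and to the mapped reads of the library), written with decimal commas. These equalled the exon reads divided by exon length and by 1 constant per library, which lay between 16625788 and 24087007 mapped reads. Reads that fit several sites were shared out by the software, so genes with near-identical copies carry uncertain values. The counting is not stated to use strand, so values of overlapping and antisense genes are uncertain too. Gene coordinates are those of the tables on GRCm38. Of the listed genes, 25779 had an identifier in GENCODE M21 on the same build, and 94.8% of these had the same start and end.

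Depth was 16219445 and 21612980 gene reads in WT replicates 1 and 2, and 23494436 and 18645422 in the Nfat5-/- replicates 1 and 2. The smallest level these totals can show, 3 reads, lay between 0.128 and 0.185 CPM (counts scaled to library size). The libraries had no molecular identifiers, so this floor covers counting error only. The 10 most abundant genes took 8.30% to 9.18% of the reads, and introns 1.79% to 1.97%.

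Differential expression was tested with edgeR 4.0.16 in R 4.3.3 on the total gene reads of all 4 libraries. Genes were filtered with filterByExpr, which left 12614, scaled with TMM factors (0.980 to 1.01) and fitted with the quasi-likelihood method with genotype as the sole term. P-values were two-sided and adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. A standard error (SE) of a log2 fold change is the change divided by the square root of its F statistic. The study lists genes by a 2-fold change in RPKM. A second list here was made on that scale under rules of its own and without a test: a ratio of at least 2 between the group means of RPKM, a mean of at least 2 RPKM in the higher group, and no overlap between the libraries of the groups. With 2 against 2 libraries, chance alone keeps the groups apart in 33.3% of genes. Gene panels were tested with camera from limma 3.58.1 (inter-gene correlation 0.01) where at least 3 genes were tested. P-values were adjusted over the 15 panels tested of the 20 written. This setting treats the genes of a panel as nearly independent. Where they move together between mice or cultures, the camera p-value can be far too small. It does not measure the spread between mice. Some panels list genes the study names from these same libraries, so their tests show no stability of the result. The others (osmotic targets, proliferation, markers of other cell types, interferon response, sex) were written from general knowledge. A further 4 panels were written after the results for these had been seen and are used only in the closing observations, where they were adjusted together. Of the panel genes, 2 were not analysed here.

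The genes named in the text are those the study names, plus the 5 largest rises and the 5 largest falls in log2 fold change among genes past the threshold, with a mean of at least 2 RPKM in the higher group and the same direction in every pair of libraries. Other genes named were chosen after their values were seen, or belong to the panels. Grouping, tests, panels and most alternatives were set before the data were examined. The alternatives were a replicate block, with the number taken from the sample titles, other scaling factors, other filters, DESeq2 1.42.0, limma-trend on log2(RPKM + 1) and log2(RPKM + 0.1), exon reads, uniquely placed exon reads, a test against a 1.5-fold change, other thresholds, and each library left out in turn. A correction for GC content and exon length (mgcv 1.9.3) and thinning to equal depth were added after the data were seen.

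The procedure was tested on simulated counts drawn from the means, library sizes and dispersions of these libraries. With a 4-fold change planted, edgeR recovered 175 of 193 changed genes among 12474 tested, with 18 false calls and 0 calls in the wrong direction. With a 2-fold change it recovered 124 of 197 among 12488, with 9 false calls. With no change planted it made 6 calls among 12475 genes in the first set and 0 among 12496 in the second.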

Results

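The RNA-seq libraries compared tail KCs from adult 129/sv mice of 2 labelled genotypes, WT and Nfat5-/-, with 2 libraries each. Depth ranged from 16219445 to 23494436 gene reads per library, and between 15825 and 16330 genes had at least 1 read. The 2 WT libraries differed by more than sampling noise, with a chi-square per degree of freedom of 17.8 over genes, and so did the 2 libraries labelled Nfat5-/- (18.4), so each was counted as a separate sample. The first principal component of the tested genes took 58.2% of the variance and separated the labelled genotypes.

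The Nfat5 gene itself was examined first, as a check of the labels. Nfat5 (ENSMUSG00000003847) spans positions 107293470 to 107379517 of chromosome 8 on GRCm38 and is listed with 30 exons. Its RNA level was 2.34 ± 0.940 RPKM (SD, n = 2) in the WT libraries and 2.40 ± 0.539 RPKM (SD, n = 2) in the libraries labelled Nfat5-/-. The total gene reads were 408 and 929 in WT and 715 and 770 in the libraries labelled Nfat5-/-. The log2 fold change was 0.09 (SE 0.26), with an adjusted p of 0.913 in the edgeR quasi-likelihood test, so the difference was smaller than the spread between replicates. The counts are totals per gene and do not show which exons were read, so a deletion of part of the gene would not be seen in them. Because the reads of the targeted gene did not separate the labels, the groups are called by their labels throughout, and each direction rests on them.

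Between the labelled genotypes, 160 of 12614 genes had an adjusted p under 0.05 in the edgeR test. Of these, 119 were higher and 41 were lower in the libraries labelled Nfat5-/-, and 131 changed at least 2-fold. At an unadjusted p under 0.05 there were 1846 genes. The groups did not overlap in 47.8% of the tested genes, against 33.3% by chance. The alternative that moved the count most was testing without a filter on low counts, which gave 1137 genes. By the ratio of mean RPKM, 155 genes were at least 2-fold higher and 56 at least 2-fold lower in the libraries labelled Nfat5-/-, and 71 and 27 of these were also past the edgeR threshold. This second list moved most with a floor of 5 RPKM, which left 120 genes in all.

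**Figure D1:**
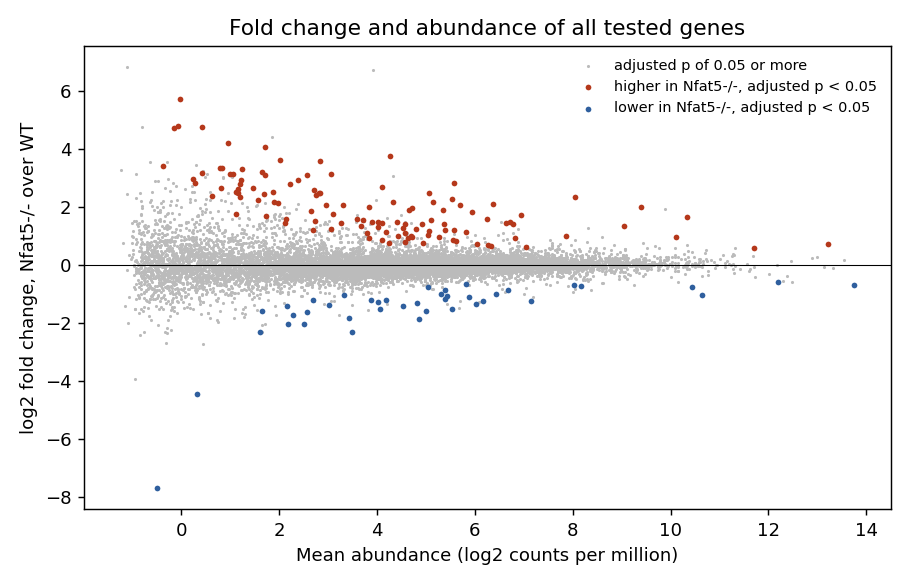
Log2 fold change of the libraries labelled Nfat5-/- over WT (vertical axis) against mean abundance in log2 CPM (horizontal axis) for the 12614 tested genes. The 119 genes past the threshold and higher in the libraries labelled Nfat5-/- are red, the 41 lower are blue, and the others are grey and spread more widely at low abundance.

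The largest rises past the threshold were in Pagr1b, Teddm3, Cldn6, Cyp1b1 and Lcn2. Cyp1b1 (chromosome 17, 79706953 to 79715041) rose from 0.494 ± 0.0854 to 6.69 ± 1.70 RPKM (SD, n = 2 each), a log2 fold change of 3.75 (SE 0.25, edgeR adjusted p 0.00456). Teddm3 (chromosome 16, 21152655 to 21154000), a gene with 1 exon, rose from 0.123 ± 0.111 to 2.46 ± 0.208 RPKM (SD, n = 2 each). Pagr1b (chromosome 7, 127001480 to 127016484) had 0 and 2 reads in WT against 38 and 29 in the libraries labelled Nfat5-/-, at least 8.68-fold higher in CPM. None of its exon reads was placed at a single site (0% unique), so this value is uncertain. The largest falls were in Tcfl5, Tyrp1, Apol9a, Slc7a3 and Col26a1, with log2 fold changes from -2.33 (Tcfl5) to -1.85 (Col26a1). Slc7a3, on the X chromosome (101079210 to 101086020), went from 15.4 ± 3.12 to 4.15 ± 1.67 RPKM (SD, n = 2 each). For Apol9a, 50.4% of the exon reads were unique.

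The study addressed how NFAT5 affects the secretion and transcription of KCs, and names genes of matrix proteases, enzymes that cut proteins outside the cell. All 5 of these genes were higher in the libraries labelled Nfat5-/-, with RPKM ratios from 2.07 to 3.46, and in none of them did the groups overlap. Asprv1 alone passed the threshold over all genes. It lies on chromosome 6 (86628164 to 86629710) in 1 exon, and rose from 17.2 ± 2.03 to 59.5 ± 15.3 RPKM (SD, n = 2 each), a log2 fold change of 1.81 (SE 0.20, edgeR adjusted p 0.0159). Klk7 (chromosome 7, 43811294 to 43816359) rose from 3.79 ± 1.11 to 7.83 ± 0.728 RPKM (SD, n = 2 each), with a log2 fold change of 1.07 (SE 0.23) and an edgeR adjusted p of 0.0812. Mmp3 (chromosome 9, 7445822 to 7455975) measured 1.84 and 0.251 RPKM in WT and 2.72 and 3.64 RPKM in the libraries labelled Nfat5-/-. Its log2 fold change was 1.68 (SE 0.65), with an edgeR adjusted p of 0.304. The WT replicates of Mmp3 thus differed from each other more than WT replicate 1 did from replicate 1 of the libraries labelled Nfat5-/-, and the values rest on 55, 11, 119 and 125 reads. Klk6 and Prss27 had edgeR adjusted p-values of 0.0923 and 0.0956.

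**Figure D2:**
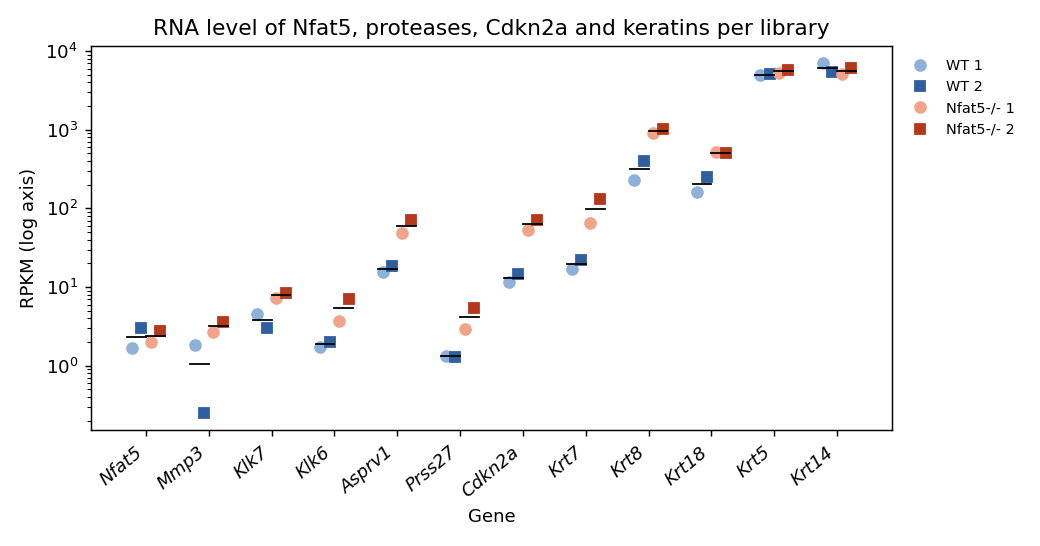
RPKM (vertical log axis) of 12 genes in each of the 4 libraries, with WT in blue, the libraries labelled Nfat5-/- in red, circles for replicate 1, squares for replicate 2 and a black line at each group mean of 2 libraries. Nfat5, Krt5 and Krt14 lie close together in both groups, Cdkn2a rises from 11.8 and 14.6 to 53.8 and 72.0, and Mmp3 of WT replicate 2 lies at 0.251.

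The Epidermal Differentiation Complex (EDC) is a cluster of genes for proteins of the cornified layer. The 10 EDC genes the study names as increased lie between positions 90668978 and 92765065 of chromosome 3. All 10 were higher in the libraries labelled Nfat5-/-, with no overlap between groups, and 9 reached an RPKM ratio of 2. Of these, 3 passed the threshold over all genes in the edgeR test: Sprr1b, Lce1h and Sprr1a, with adjusted p-values of 0.0203, 0.0251 and 0.0361. Sprr1b rose from 20.2 ± 4.42 to 74.2 ± 19.5 RPKM (SD, n = 2 each), a log2 fold change of 1.90 (SE 0.23). Sprr2b had the largest ratio, 8.82, from 0.422 ± 0.380 to 3.73 ± 0.777 RPKM (SD, n = 2 each), at an edgeR adjusted p of 0.05001, on the far side of the threshold. Sprr2h had the smallest ratio, 1.69, with an edgeR adjusted p of 0.302. As a panel, the EDC genes were higher than the other genes (median log2 fold change 1.56, camera adjusted p 1.2e-21). These genes were picked by the study from the same libraries.

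Among 9 further genes for cornification, junction and adhesion proteins, 6 passed the threshold in the edgeR test, and all 9 were higher. Lcn2 rose from 0.456 ± 0.180 to 5.59 ± 0.172 RPKM (SD, n = 2 each), and Cnfn from 5.01 ± 0.248 to 21.04 ± 0.117 RPKM (SD, n = 2 each), both with an edgeR adjusted p of 0.00579. Cldn6 rose 17.1-fold from a WT level of 0.215 RPKM, which rests on 7 and 6 reads. Fn1 rose 3.78-fold and missed the threshold with an edgeR adjusted p of 0.05001. For Tgm2, which did not pass, 29.5% of the exon reads were unique. Of the 9 transcription factor genes, all were higher by RPKM ratios from 2.06 to 4.13, and 4 passed the threshold: Grhl3, Klf10, Foxn1 and Mxd1. Only 2.75% of the exon reads of Zfp750, with an edgeR adjusted p of 0.0874, were unique. Irf9 and S100a7a, also named in the study, were lower in the libraries labelled Nfat5-/- and passed the threshold. Irf9 went from 6.84 ± 0.177 to 2.80 ± 0.446 RPKM (SD, n = 2 each; edgeR adjusted p 0.0203) and S100a7a from 7.85 ± 0.867 to 3.01 ± 0.262 RPKM (SD, n = 2 each; edgeR adjusted p 0.0251).

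Proliferation was addressed through cell cycle genes. Cdkn2a (chromosome 4, 89274471 to 89294653) is the gene the study names for the inhibitor p16. It rose 4.78-fold, from 13.2 ± 1.99 to 62.9 ± 12.9 RPKM (SD, n = 2 each). The log2 fold change was 2.27 (SE 0.19, edgeR adjusted p 0.00579). The counts are totals per gene and do not show which transcripts of Cdkn2a rose. The neighbouring gene Cdkn2b rose 1.25-fold and Cdkn1a 1.39-fold, with edgeR adjusted p-values of 0.329 and 0.0968. The 5 genes for cyclins and Cdk1 had log2 fold changes from -0.38 to -0.09 and edgeR adjusted p-values of at least 0.389. As a panel they did not pass (camera adjusted p 0.0576), with a range from 0.0140 to 0.0698 over the alternatives, and it passed under 4 of the 8 alternatives. A separate panel of 17 proliferation genes was lower in each of its genes (median log2 fold change -0.28, camera adjusted p 5.5e-05), though none passed alone. In all of them except Mki67, replicate 2 of the libraries labelled Nfat5-/- lay below replicate 1. The same held for the 5 genes for cyclins and Cdk1. Replicate 1 was near WT for Plk1 (27.3 against 28.4 and 27.9 RPKM) and above it for Cdc20 (34.6 against 31.2 and 30.4). It was below WT for Mcm6 (15.1 against 20.5 and 19.0). The fall of both panels thus leans on 1 library.

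Keratins are the filament proteins of KCs. Krt5 was at 5032 ± 58.5 RPKM in WT and 5530 ± 347 RPKM in the libraries labelled Nfat5-/- (SD, n = 2 each), and Krt14 at 6170 ± 1153 and 5597 ± 635 RPKM (SD, n = 2 each). Neither passed the threshold, with edgeR adjusted p-values of 0.536 and 0.777, although the groups did not overlap for Krt5. Krt7 rose 5.00-fold, from 19.8 ± 3.68 to 98.9 ± 47.8 RPKM, Krt8 3.10-fold, from 314 ± 120 to 974 ± 89.4 RPKM, and Krt18 2.49-fold, from 206 ± 63.4 to 514 ± 5.68 RPKM (SD, n = 2 each). Their edgeR adjusted p-values were 0.0252, 0.0297 and 0.0294. Of the exon reads of Krt8, 50.6% were unique. Krt1 and Krt10, keratins of the upper layers, were at 0.159 and 0.769 RPKM in WT and at 0.541 and 0.535 RPKM in the libraries labelled Nfat5-/-, with edgeR adjusted p-values of 0.275 and 0.547.

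The study also measured proteins secreted by KCs, and the RNA of the genes it names was examined here. Of 8 genes whose proteins were secreted more by Nfat5-/- KCs, 7 had a higher RNA level, but none passed the edgeR threshold over all genes, and 3 had an unadjusted p under 0.05. As a panel these 8 genes were higher (median log2 fold change 0.47, camera adjusted p 0.00717, from 8.3e-04 to 0.00896 over the alternatives). Apart from Mmp3 and Klk7, the largest RNA change among them was a ratio of 1.58 in Dmkn (edgeR adjusted p 0.327). Of the 5 genes with less secreted protein that were tested, Eno1, Ldhb, Tkt and Gapdh had RPKM ratios between 1.00 and 1.07. Mmp9 measured 17.2 and 58.4 RPKM in WT against 20.01 and 18.8 RPKM, and its edgeR adjusted p was 0.405. The unique share of exon reads was 2.45% for Gapdh and 23.8% for Eno1.

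Over the 63 genes that the study names and that were tested, 20 passed the threshold over all genes and 39 when the edgeR p-values were adjusted over this list alone. Of the 37 genes that the study lists as increased, 18 passed over all genes and 37 when adjusted over these 37 alone. With the adjustment over the 63 genes, Mmp3 and Sprr2h among them did not pass (edgeR adjusted p 0.0542 and 0.0541). Since the list of 37 was drawn from the same libraries, passing within it shows no stability. In 6 of the 63 genes, under 60% of the exon reads were unique.

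**Figure D3:**
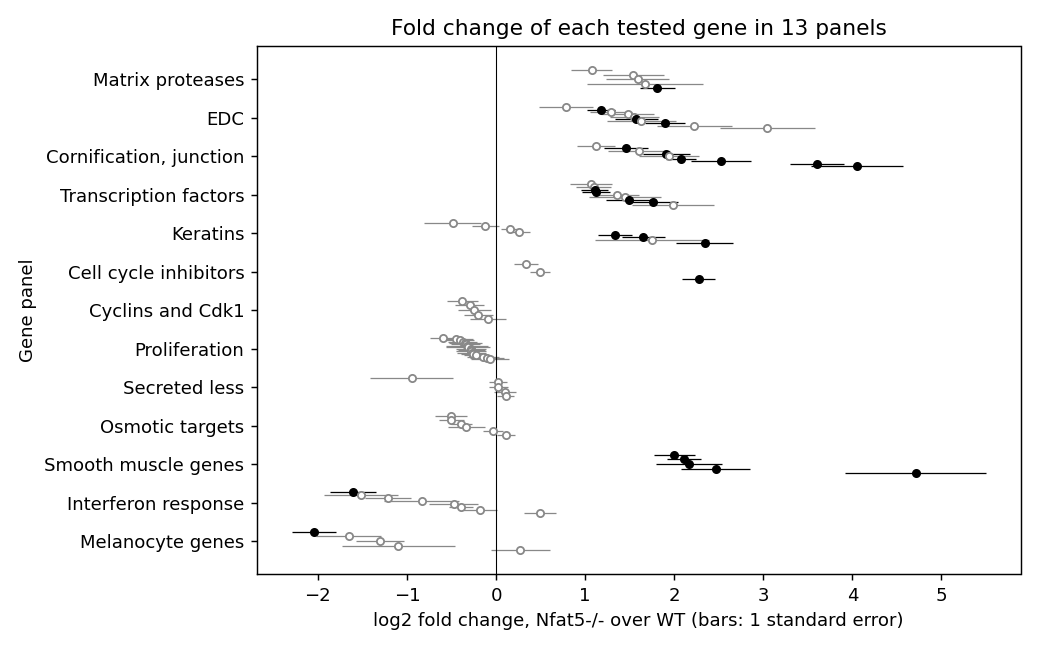
Log2 fold change of the libraries labelled Nfat5-/- over WT (horizontal axis, bars of 1 SE) for each tested gene in 13 panels (vertical axis). Filled points have an edgeR adjusted p under 0.05, and the genes of the first 4 panels all lie above 0.

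Of the 15 panels tested, 13 passed a camera adjusted p of 0.05, with 9 higher and 4 lower in the libraries labelled Nfat5-/-. Under the alternatives 12 to 14 of these 15 panels passed. Without a filter on low counts 18 panels were tested and 15 passed, 14 of them among these and the other the sex markers. Among the panels written from general knowledge, known targets of NFAT5 under osmotic stress were lower in 5 of 6 genes, with a median log2 fold change of -0.36 (camera adjusted p 0.0221) and no gene past the edgeR threshold. Of the exon reads of Slc5a3, Akr1b3 and Hspa1b in this panel, 0.326%, 13.2% and 30.5% were unique. Smooth muscle genes were higher in 5 of 5 (median log2 fold change 2.17, camera adjusted p 1.6e-20), interferon-response genes lower in 7 of 8 (median -0.65, camera adjusted p 2.5e-04) and melanocyte genes lower in 4 of 5 (median -1.30, camera adjusted p 4.5e-06). Fibroblast genes were higher in 5 of 6 (median 1.14, camera adjusted p 0.00342), and under a filter of at least 10 counts in every library this panel no longer passed (camera adjusted p 0.335, with a range from 0.00114 to 0.335 over the alternatives).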

Values the study reported

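The study listed 121 genes as more highly expressed in Nfat5-/- than in WT KCs, 9 of them for transcription factors and 5 for matrix proteases. It gave a further list of 47 genes that held Irf9. The main text of the study words this list as 2-fold stronger in Nfat5-/- KCs, while its supplement gives Irf9 as decreased. It gave a 4- to 6-fold rise of Cdkn2a transcripts and a rise of 2 to 6-fold for keratins K7, K8 and K18 in Nfat5-/- KCs. For Mmp3 and Klk7 it gave RNA levels 2-3 fold higher than in WT tail KCs over 3 transcriptome assays.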

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

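Both tests in this part were set down before their results were seen. The intron reads, which no comparison above uses on their own, carried a signal between the labelled genotypes. With edgeR on exon reads alone, 175 genes had an adjusted p under 0.05, and 100 of these had at least 10 intron reads over the 4 libraries. In 79 of the 100 genes, 79%, the intron reads changed in the same direction as the exon reads (two-sided exact binomial test against equal chances, p 4.3e-09, taking genes as independent). The share was 50 of 69 among the genes higher in the libraries labelled Nfat5-/- and 29 of 31 among those lower. A technical explanation is exon reads that fell into annotated introns, which would weigh most where intron reads are a small share of the reads of a gene. Among the 50 genes with an intron share of at least the median of 1.52%, the direction was the same in 80%, so the signal was not limited to genes with a low intron share. The libraries were made from polyadenylated RNA, and introns took between 1.79% and 1.97% of the reads of each. The result is consistent with a difference already present in unspliced RNA. This is a hypothesis, since unannotated exons and retained introns were not tested, and a chance split of 2 against 2 libraries is not excluded.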

How the results depend on the processing

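The direction of change was stable under most alternatives, while the number of genes past the threshold was not. Of the 160 genes called by edgeR, 160 were shared with the tests under RLE factors, library totals, no filter and DESeq2. The number shared was 135 with at least 10 counts in every library, 147 with uniquely placed exon reads, 125 and 122 with limma-trend (pseudocounts of 1 and 0.1) and 149 after thinning. Of the 160, the numbers tested there were 135, 150, 136 for both pseudocounts and 160. The count rose to 1137 without a filter (723 higher, 414 lower), with the study's genes rising from 20 to 44. The prior degrees of freedom of the fit were 5.25 with the filter and had no finite estimate without it, so in this fit all genes share the fitted trend of the dispersion. The count was 426 with DESeq2 (306 higher, 120 lower, 37 of the study's genes), 364 at an adjusted p under 0.1 (263 higher, 101 lower) and 30 when tested against a 1.5-fold change (26 higher, 4 lower). The cause of the DESeq2 difference was not tested. Between TMM, RLE and library totals the share of higher genes among the calls lay between 73.0% and 74.4%, and the median log2 fold change of all genes between -0.030 and -0.0050.

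With the replicate number as a block, 132 genes were called (96 higher, 36 lower), of which 109 were shared with the fit without it, 21 of the study's genes passed and 14 panels passed. The panel passing in addition was the cyclins, with an adjusted p of 0.0386 in the gene set test of cyclins with the block. That panel also passed without a filter (0.0394), with the block and correction together (0.0463) and against random lists matched on expression (0.0140). The study describes the WT and Nfat5-/- mice as siblings, but the labels do not say that same-numbered libraries form pairs. The correlation of their deviations from the group means was -0.065 across genes, so no shared effect of the number was seen. Whether the libraries are paired by litter or preparation is not settled by this. The block together with a correction for GC content and exon length, chosen after seeing the data, gave 104 genes (71 higher, 33 lower), 87 of them shared with the fit without either, and the cause was not tested. The correction alone gave 160 genes, 148 of them shared. It turned the log2 fold change of Nfat5 to -0.014, and over the alternatives with a test that value ranged from -0.014 to 0.13 with adjusted p-values from 0.743 to 0.992. Other reversed values were all near 0 and far from the threshold: the log2 fold change of Cdsn at 0.057 (block), 0.031 and 0.062 (limma-trend with pseudocounts of 1 and 0.1) and 0.062 (block with correction), the log2 fold change of Eno1 at -0.016 (uniquely placed exon reads), and the log2 fold change of Gapdh at -0.0040 (correction) and -0.0038 (block with correction). The panel of genes with less secreted protein changed its camera direction under the block (median 0.030) and under library totals (median 0.0062). The cause was not tested.

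The list by RPKM ratio, 211 genes, fell to 120 with a floor of 5 RPKM (87 higher, 33 lower) and to 121 when each same-numbered pair had to differ 2-fold as a block (95 higher, 26 lower). With 1 RPKM added before the ratio, 103 genes were higher. A floor of 1 RPKM gave 287. Across the 4 lists that each left out one replicate, the total ranged from 191 to 280, with 128 to 194 genes higher and 62 to 95 lower. Leaving out a replicate leaves 1 library in a group, so no count of calls and no panel test could be given. The log2 fold change of Nfat5 then ranged from -0.24 to 0.53. Of the study's 63 genes, 12 changed sign in at least 1 of the 4 fits, 0 of them among its 20 called genes, whose calls rest on the same libraries. Mmp3 ranged from 0.81 to 3.54 and Klk7 from 0.79 to 1.41.

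The single genes counted here are those the study names and the largest rises and falls, without Nfat5. For them, 827 values came from alternatives with a test: 713 kept direction and side, 18 were weaker, 89 stronger and 7 reversed. Of 280 values with a replicate left out, 275 moved by less than the replicate SD and 5 by more, and 13 had the opposite sign. Leaving out 1 of 2 libraries moves a plain group mean by less than their SD in any case, so the 275 show no stability. Among panels, 113 of 120 values were the same, 1 weaker, 4 stronger and 2 reversed. At these depths the simulated test found 62.9% of 2-fold changes, so a gene changed 2-fold that is not called is not shown to be unchanged.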

Other observations

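The tests of other splits, of mislabelling, of carried-over reads and of fibroblast genes were chosen after the values they measure were seen. The other tests in this part were set down before their own values were seen, but the further gene lists, the correction for GC content and length and the thinning were chosen after the patterns they bear on had been seen. For the sex of WT replicate 1, the melanocyte genes and the fibroblast genes, the reading of the test was made more cautious after its value was seen.

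The RNA level of Nfat5 did not fall in the libraries labelled Nfat5-/-. If all labels were exchanged, genes driven by NFAT5 under osmotic stress would not be lower there, provided they depend on NFAT5 in untreated KCs. They were lower as a panel, in 5 of 6 genes (camera adjusted p 0.0221, from 0.00105 to 0.0247 over the alternatives). Whether these genes depend on NFAT5 in untreated KCs was not tested, and none of them passed the edgeR threshold. Few exon reads of Slc5a3, Akr1b3 and Hspa1b in this panel were unique. The panel therefore cannot decide whether all labels were exchanged. An allele that is still transcribed but lacks part of the coding exons is a candidate explanation for the unchanged Nfat5 RNA level. It was not tested because exon-level counts were not used here. For the protein, the study reports a western blot in which NFAT5 was absent from KCs of Nfat5-/- mice. Whether that blot used the mice of these libraries is not stated.

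The 160 genes called between the labelled genotypes were weighed against several technical explanations. The age or state of the cultures was not among them. The study describes large variation between preparations of tail KCs. It reports that longer culture raised Cdkn2a, Krt7, Krt8, Krt18, Fn1, Tgm2 and Lcn2, while most differentiation genes it names fell. A difference in culture state between the libraries is therefore not excluded. Of the 2 splits of the 4 libraries that part both same-numbered pairs, 1, the labelled one, gave as many calls. The other gave 0 calls, with 299 genes at an unadjusted p under 0.05 against 1846. The split of replicate 1 against replicate 2, which parts no same-numbered pair, also gave 0, with 110 genes at an unadjusted p under 0.05. So few splits cannot exclude chance. Thinning all libraries to the smallest total left 93.1% of the calls, and the correction for GC content and length, without the replicate block, left 92.5%. Of the 114 tested genes within 5 Mb of Nfat5, 0 were called, against 1.28% of the others (two-sided Fisher's exact test, p 0.408), so calls did not gather near the locus. At an unadjusted p under 0.05 there were 11 genes in that window. Among the called genes 6.25% lie on the X chromosome, 10 of 160, against 3.20% of tested genes (two-sided Fisher's exact test, p 0.0384, not adjusted). Part of the list may therefore follow sex-linked differences, a question taken up with the sex of the libraries.

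Sex differed between the libraries. Ddx3y, Eif2s3y, Kdm5d and Uty, genes of the Y chromosome, had 355, 638, 209 and 198 reads in WT replicate 1 and at most 4 reads in any of the other libraries. Their summed RPKM was 27.9 in WT replicate 1 and at most 0.00906 elsewhere, so none of the other 3 libraries holds enough such reads to be their source. Eif2s3y reached 0.407 of the RPKM of its X-linked partner Eif2s3x in that library (20.5 against 50.4), and Eif2s3x was at 91.3, 103 and 93.5 RPKM in WT replicate 2 and the libraries labelled Nfat5-/- 1 and 2. With no library known to be male for comparison, a single male mouse and a mixed sample cannot be told apart. The groups are not balanced for sex. Of 707 genes that changed at least 2-fold between the replicates numbered 1, Y-linked genes left out, 77.8% went the same way between the replicates numbered 2, which both hold at most 2 reads in any of these 4 genes. Taken the other way, 605 of 760 genes that changed at least 2-fold between the replicates numbered 2, 79.6%, went the same way between the replicates numbered 1. The shares are alike, so the genes that did not match are not put down to sex. All 160 called genes went the same way between the replicates numbered 2, 134 of them at least 2-fold. A gene called on these 4 libraries is selected to differ in both pairs, so the match of the called genes does not test the explanation. The replicates numbered 2 do not include WT replicate 1, so its sex cannot cause the differences between them. They gave 760 genes changed at least 2-fold, against 707 between the replicates numbered 1. These values argue against the sex of WT replicate 1 as the source of most 2-fold changes. How much it adds to single calls cannot be told by these shares.

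The EDC genes lie in families of similar sequence, so reads shared between paralogs were weighed as a cause of their rise. With uniquely placed exon reads alone, 10 of 10 EDC genes were still higher at an unadjusted p under 0.05 and 7 passed the threshold in edgeR. Between 84.3% and 100% of their exon reads were unique. Shared reads do not account for the rise.

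Genes better known from smooth muscle rose in the libraries labelled Nfat5-/-. Acta2 went from 149 ± 21.2 to 586 ± 193 RPKM and Tagln from 18.2 ± 2.16 to 79.7 ± 19.0 RPKM (SD, n = 2 each). Fibroblasts carried into the cultures are a candidate explanation. The highest level of Col1a1, Col1a2, Col3a1, Dcn, Lum and Dpt in the libraries labelled Nfat5-/- was 0.804 RPKM (Col1a1), which is low. For Col1a1 the groups overlapped, with 0.385 and 0.259 RPKM in WT and 0.301 and 0.804 RPKM in the libraries labelled Nfat5-/-. In the latter, Col1a2 measured 0.00751 and 0.0568 RPKM, Col3a1 0.0149 and 0, and Dcn 0 and 0.125. A wider fibroblast panel rose as a set, so a small share of such cells cannot be ruled out. The genes of that panel that rose reached at most 1.00 RPKM (Postn). These levels argue against fibroblasts as the main source of the rise of Acta2 and Tagln. A second explanation is a rise of genes driven by the factor SRF within KCs. A further list of 17 tested SRF targets was written before they were looked at. By gene reads 16 had a positive log2 fold change, with a median of 0.39 for the list (camera adjusted p 1.1e-08). None passed the edgeR threshold. Fhl2, counted as higher, measured 90.9 and 80.6 RPKM in WT against 83.6 and 78.1 RPKM in the libraries labelled Nfat5-/-. The rise of this list goes with the second hypothesis, but the libraries do not separate cell types, so it does not place the change within KCs. The smooth muscle panel was written as markers of another cell type, and such cells were not tested as a source. Its gene Myh11 had 1 and 1 reads in WT and 22 and 40 in the libraries labelled Nfat5-/-. The rise of the SRF list does not by itself exclude fibroblasts, against which the low levels of Col1a1, Col1a2 and Col3a1 argue.

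Melanocyte genes were lower in the libraries labelled Nfat5-/-, with Tyrp1 falling from 3.10 ± 0.00539 to 0.755 ± 0.216 RPKM (SD, n = 2 each; edgeR adjusted p 0.0203). Fewer melanocytes in those cultures may explain this. Of 12 further melanocyte genes 5 were tested, and 4 of these were lower (median log2 fold change -0.70, camera adjusted p 0.0558; from 0.0310 to 0.0651 with the replicate block, RLE factors and library totals). The hypothesis can be neither kept nor dropped on this test.

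Irf9, a transcription factor gene, was lower in the libraries labelled Nfat5-/-, and interferon-response genes such as Isg15 were lower too (6.02 ± 0.187 to 1.94 ± 0.202 RPKM; SD, n = 2 each; edgeR adjusted p 0.0398). Of 20 further interferon-response genes tested, 18 were lower, with a median log2 fold change of -0.65 (camera adjusted p 1.1e-08). This suggests a general fall of this group in the libraries labelled Nfat5-/-, as a hypothesis. Whether it follows genotype or differences between mice or cultures was not tested.

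Lamb3 (chromosome 1, 193207699 to 193343878), chosen after its values were seen, fell by 1.05 on the log2 scale (SE 0.10, edgeR adjusted p 0.0123), from 397 and 429 to 190 and 204 RPKM. It encodes a chain of the laminin that anchors KCs to the basement membrane. Of 12 further basement membrane and hemidesmosome genes, 10 were lower, with a median log2 fold change of -0.13 (camera adjusted p 0.0123), and Lama3 alone among them passed the edgeR threshold (log2 fold change -0.75, adjusted p 0.0452). The fall of the set is small and is given as a hypothesis.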
